A study of Mus musculus with 24 samples. Its data were reported in "A parathyroid hormone/salt-inducible kinase signaling axis controls renal vitamin D activation and organismal calcium homeostasis" (2023).

How the data were processed

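Total RNA of whole kidneys was extracted with Trizol, made into libraries by gel selection, adaptor ligation and circularisation, and sequenced as DNA nanoballs on the BGISEQ500 platform, per the labels. The authors deposited 1 table of FPKM values (fragments per kilobase of transcript, scaled to each library's mapped total), rounded to 2 decimals, for 24 libraries. The submitters' processing notes name STAR 2.7.2b, RSEM 1.3.0 and DESeq2 (no version) and the mm10 and GRCm38 builds, with no role for each, and the annotation release, filters and strand setting are not given in the sources used here. Without a stated strand setting, overlapping and antisense genes cannot be told apart. FPKM is relative to each library's own total, so a few abundant genes that change can shift the rest, and the 10 most abundant genes held 11.8% to 15.3% of the summed values. A further value column equal in every entry to PTH replicate 3 was left out (1 unused column). Of the 19426 entries, 99.7% matched a RefSeq gene by identifier, and 25 symbols that a spreadsheet had turned into dates were restored from the identifier.

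Depth was estimated from the values, since fragments are counted whole. For 14978 genes with 1 matched transcript length, those of 700 to 1200 bases with low values were compared with whole multiples of 1 fragment, and 80.3% to 90.1% of 150 to 197 low values per library fell within 0.2 of a whole number. The fragment counts per gene were not recovered, because the table gives no lengths, so no count model was fitted.

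Samples were grouped by their labelled treatment, 8 libraries each of vehicle, PTH and YKL-05-099. Deposited values were taken to the log2 scale as log2(FPKM + 0.1), which understates changes of low genes, and 13991 genes with a mean of at least 0.5 FPKM over all libraries were kept. One linear model over the 3 groups was fitted in limma 3.58.1 (R 4.3.3) with moderated variances and a mean-variance trend, and gave 3 contrasts. P-values were adjusted by Benjamini-Hochberg, a gene was called at an adjusted p below 0.05, and a second count asked for a log2 fold change of at least 1. Fixed gene lists (23 of pathways, 19 of cell types and 2 of RNA quality) were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. Of these, 39 had at least 3 measured members and were tested, and 20 list members were not matched to the table. Some genes are on several lists, so the list results are not independent. Members were also counted after adjustment over the list alone. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Coordinates are those of RefSeq on GRCm38.

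Overlap and correlation of the comparisons that share vehicle libraries were set beside 100 simulations of unchanged groups, drawn with replacement from the libraries' residuals, and 70 splits of the vehicle libraries. The model was tested on simulated data with 200 changed genes, in 1 run per comparison. Noise was normal, independent between genes and of equal spread in all groups, as the model assumes. At log2 changes of 0.5, 1 and 2 it called 62.7%, 91.0% and 98.5% of them for PTH, 67.2%, 82.1% and 93.9% for YKL-05-099, and 61.2%, 97.0% and 97.0% for YKL-05-099 against PTH. False calls made up 4.55%, 6.36% and 2.30% of calls in these simulations, which does not give the error rate of the real calls.

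The test, samples, filter, gene lists, rule for naming genes and most alternatives were chosen before the data were examined. That rule allows Cyp27b1 and Cyp24a1, the 10 highest and 6 lowest fold changes among called genes with a group mean of at least 1 FPKM (6 and 6 for YKL-05-099 against PTH), up to 4 members with the smallest adjusted p per list, the 6 genes with the largest change shared by both agents, and, whatever their test, all members of the vitamin D, phosphate and calcium lists and Sik1, Sik2, Sik3, Crtc1, Crtc2, Crtc3 and Pth1r. The rule allowed more genes than could be described, and the 81 checked in detail were picked from them after their values were seen. Single-gene results of 3 further genes are not reported here. Several other steps were also settled after results were seen. The test of other splits was first run on the 2 groups compared and then in the model over all 3, and both are given. The criteria for a mixed library, a wrong label and a loss of all leukocytes were changed, and the tolerance of 0.1 for a moved correlation was set. Alternatives covered the pseudocount, the filter, the scaling, library weights, the replicate number as a block, a fit over the 2 groups compared and leaving out each of the 24 libraries. Added after the data were seen were fits without 148 small RNA genes, with urothelium and adipocyte scores as covariates, and without the 4 libraries with the highest urothelium score.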

Results

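RNA of whole kidneys from C57BL6 mice was sequenced after vehicle, hPTH(1-34) (PTH, the active fragment of human parathyroid hormone) or YKL-05-099, a small-molecule inhibitor of salt-inducible kinases (SIKs). The paper describes YKL-05-099 as relatively promiscuous among kinases, so its changes need not come from SIKs alone. Each of the 3 groups held 8 libraries, 24 in all. The table listed 19426 genes as FPKM, and 16362 to 16866 of them were above 0 in a library. Low values lay near whole multiples of 1 fragment, which put depth at about 6150000 to 7230000 fragments per library (median 6970000), with group medians of 6980000 for vehicle, 7040000 for PTH and 6950000 for YKL-05-099. No 2 libraries were identical, and their pairwise correlations ran from 0.939 to 0.977. The animals are labelled male, yet Xist, the RNA that coats the inactive X chromosome, was at 76.3 to 114 FPKM in 24 of 24 libraries, and the Y-linked genes Ddx3y and Uty reached at most 0.1 and 0.06 FPKM. The series text gives n = 6 per treatment, against 8 libraries per group. Whether each library is a separate animal is therefore not known, and p-values measure the spread between these libraries, which may be technical in part.

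The first comparison asked how an acute dose of PTH changes kidney RNA. Cyp27b1, the 1α-hydroxylase that makes active vitamin D (gene 13115, chromosome 10, 127048246 to 127054884, GRCm38), rose from 4.65 ± 1.59 FPKM with vehicle to 63.3 ± 35.5 with PTH (SD, n = 8 each), a log2 fold change of 3.64 (SE 0.30, adjusted p = 2.0e-09). Cyp24a1, the 24-hydroxylase that breaks active vitamin D down (gene 13081, chromosome 2, 170482957 to 170497145), fell from 57.1 ± 50.6 to 3.57 ± 1.97 FPKM, a log2 fold change of -3.84 (SE 0.40, adjusted p = 1.3e-07). Cyp27b1 was above the vehicle mean in 8 of 8 PTH libraries, and Cyp24a1 was above it in 0. Of the 12 vitamin D genes on the fixed list, these were the 1 higher and the 1 lower, adjusted over the list alone as well, and the list as a whole was not called (camera adjusted p = 0.825). The vitamin D receptor Vdr was at 96.1 ± 11.9 and 85.4 ± 13.6 FPKM (adjusted p = 0.15), and the PTH receptor Pth1r at 146 ± 10.9 and 134 ± 8.79 FPKM (adjusted p = 0.14).

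**Figure D1:**
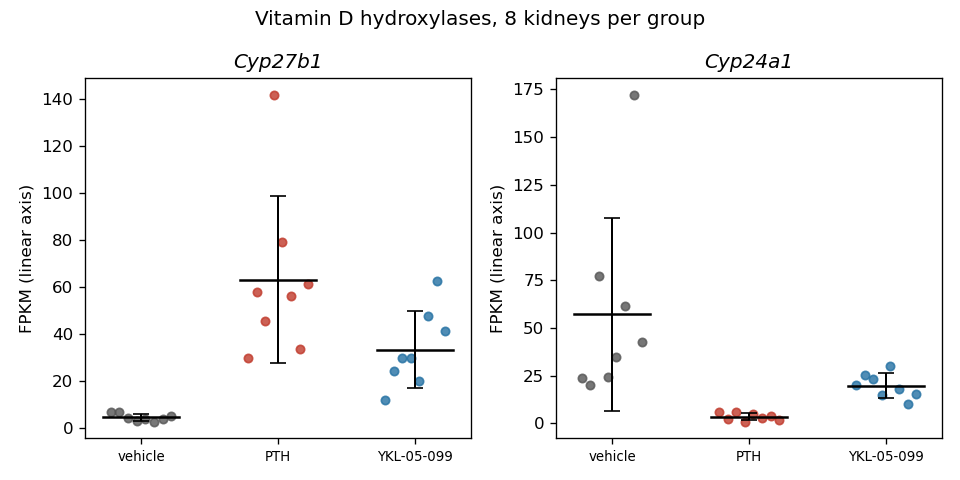
FPKM of Cyp27b1 and Cyp24a1 on linear axes, with 1 point per library, a bar at the mean and whiskers of 1 SD for 8 libraries per group. Cyp27b1 lay between 2.69 and 7.05 with vehicle, 29.8 and 142 with PTH and 11.9 and 62.5 with YKL-05-099, while Cyp24a1 ran from 20.3 to 172 with vehicle, from 0.73 to 6.04 with PTH and from 10.2 to 30.2 with YKL-05-099.

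Transcription factors of the NR4A family led the genes that rose with PTH. Nr4a3 had a log2 fold change of 6.05 (SE 0.33, adjusted p = 1.1e-12), Nr4a1 of 5.87 (SE 0.34, adjusted p = 3.9e-12) and Nr4a2 of 4.12. With vehicle, Nr4a3 had a mean of 0.105 FPKM and was at 0 in 4 of 8 libraries. Its fold change and rank therefore depend on the pseudocount of 0.1 FPKM. Vehicle means were also low for Nr4a2 (0.41 FPKM) and for Fosb (0.09 FPKM). Of 19 measured cAMP-CREB targets, 14 rose and 1 fell (14 and 1 adjusted over the list alone), among them Crem, a cAMP-responsive repressor, from 7.58 ± 1.23 to 56.9 ± 7.29 FPKM, and the protease gene Adamts1 with a log2 fold change of 1.79 (camera adjusted p = 3.4e-21, and adjusted p = 6.1e-04 with an estimated correlation). Of 24 immediate early genes, 18 rose and 0 fell (20 adjusted over the list alone), including Fosb at 3.55, Maff at 3.21, Atf3 at 2.98 and Fosl2 at 2.86 on the log2 scale (camera adjusted p = 2.8e-24, and adjusted p = 0.0184 with an estimated correlation). The stress kinase gene Plk3 rose by 4.21 and the growth factor gene Fgf18 by 3.72 on the same scale. Sap25 was listed at 0 in 8 of 8 vehicle libraries and had a mean of 2.54 FPKM with PTH, where 2 libraries were at 0.

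Some genes of phosphate and divalent cation handling were called, where 2397 of all 13991 genes tested were. Slc20a1, a sodium-phosphate cotransporter, rose from 16.7 ± 3.1 to 53.3 ± 15.1 FPKM (log2 fold change 1.63, SE 0.17, adjusted p = 1.6e-07), and the scaffold gene Pdzk1 fell from 689 ± 42.5 to 575 ± 72.0 FPKM, 1 higher and 1 lower of 9 phosphate genes (the same counts adjusted over the list alone, camera adjusted p = 0.402). Quantile normalization ended the Pdzk1 call, at a log2 fold change of -0.16 (adjusted p = 0.0778). Slc34a1, the main phosphate transporter of the proximal tubule, was at 1176 ± 105 FPKM with vehicle and 1251 ± 176 with PTH (adjusted p = 0.612). Of 15 calcium and magnesium genes, 3 fell and 0 rose (4 fell adjusted over the list alone, camera adjusted p = 0.686): the magnesium channel gene Trpm6 with a log2 fold change of -0.62, Trpm7 with -0.25 and Calb1, which encodes calbindin, with -0.33. These are also the 3 called lower of 7 distal convoluted tubule markers (camera adjusted p = 0.0535). The Calb1 call (adjusted p = 0.0332) was lost without any 1 of vehicle replicates 1, 2, 5 and 7 and PTH replicates 4 and 7, where the log2 fold change was -0.32 to -0.27 and the adjusted p reached 0.0751. It was lost as well with median-ratio scaling, quantile normalization and without the 4 libraries with the highest urothelium score (-0.31 to -0.28, adjusted p = 0.0712 to 0.0961).

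Single genes of glucose metabolism, the clock and stress responses were also called with PTH. G6pc, the last enzyme of glucose production, rose from 212 ± 40.9 to 554 ± 89.6 FPKM, and Irs2 rose by 1.19 on the log2 scale, 2 higher and 1 lower of 14 glucose genes (camera adjusted p = 0.661). The clock list was split, with 6 higher and 7 lower of 20 (7 and 7 adjusted over the list alone, camera adjusted p = 0.785), as Per1 rose by 1.57 and Nr1d1 had a log2 fold change of -0.85. Of 22 SIK, CRTC and HDAC pathway genes, 6 rose and 0 fell, among them Sik1 at 1.25, Mef2d at 1.01 and Sik2 at 0.83, whereas Sik3 had 0.11 (adjusted p = 0.538). That list was called with the preset correlation (adjusted p = 2.5e-03) and not otherwise (adjusted p = 0.302 with an estimated correlation). Of 14 integrated stress response genes, 8 rose and 1 fell (9 and 1 adjusted over the list alone), with Xbp1 at 0.58 and Atf4 at 0.68 (camera adjusted p = 2.2e-07, and adjusted p = 0.0566 with an estimated correlation). Inflammatory genes (5 of 12 higher, Cebpb at 2.31 and Ptgs2 at 2.37) and sterol synthesis genes (5 of 14 higher, Sqle at 0.59) were called with the preset correlation (adjusted p = 2.3e-05 and 3.4e-04), and both had an adjusted p = 0.0896 with an estimated correlation. Glucocorticoid-responsive genes (7 higher and 3 lower of 14), TGF-beta and matrix genes (4 higher of 12, Cyr61 at 1.29), heat shock genes (3 higher of 10, Dnajb1 at 0.71) and macrophage markers (1 higher of 9, Csf1r at 0.38) had camera adjusted p = 1.4e-03, 2.3e-03, 3.0e-03 and 0.0167. These calls were lost, at an adjusted p = 0.302, 0.302, 0.316 and 0.474 with an estimated correlation, and library weights ended that of the macrophage markers too (camera adjusted p = 0.0879). Heme oxygenase Hmox1 fell from 92.1 ± 65.7 to 25.5 ± 13.5 FPKM, and Angptl4 had a log2 fold change of -1.06.

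Between PTH and vehicle, 2397 of 13991 genes tested were called, 839 higher and 1558 lower with PTH (35.0% higher). Of these, 117 and 53 changed by at least 1 on the log2 scale (81 and 12 with a pseudocount of 1 FPKM, which shrinks changes of low genes). Median-ratio scaling gave 1106 higher and 1103 lower (50.1% higher) and quantile normalization 1051 and 1332 (44.1%), so the excess of lower calls depended on the scaling.

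The next comparison asked whether a SIK inhibitor changes the same genes. With YKL-05-099, Cyp27b1 rose to 33.5 ± 16.3 FPKM (SD, n = 8), a log2 fold change of 2.73 over vehicle (SE 0.30, adjusted p = 1.9e-06), above the vehicle mean in 8 of 8 libraries. Cyp24a1 fell to 19.7 ± 6.44 FPKM, a log2 fold change of -1.23 (SE 0.40, adjusted p = 0.0331). The Cyp24a1 call was not firm: it was lost without any 1 of vehicle replicates 3, 6 and 7 and YKL-05-099 replicates 4, 7 and 8 (log2 fold change -1.19 to -0.95, adjusted p up to 0.0739), with no filter on low genes (adjusted p = 0.0502) and without the 4 libraries with the highest urothelium score (log2 fold change -1.01, adjusted p = 0.0616). The vitamin D list had 2 higher and 1 lower of 12 (3 and 2 adjusted over the list alone, camera adjusted p = 0.107), the other riser being Dhcr7, a sterol reductase that acts on the vitamin D precursor, at 0.57 on the log2 scale.

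Immediate early and cAMP-CREB genes again led the increases. Nr4a1 had a log2 fold change of 5.39 (SE 0.34, adjusted p = 1.2e-10), Nr4a2 of 3.90, Nr4a3 of 3.52 and Plk3 of 3.28. Low vehicle means make the size of the change uncertain for Nr4a3 (0.105 FPKM) and for Fos (0.365 FPKM). Of 24 immediate early genes, 20 rose and 0 fell (21 adjusted over the list alone), with Fos at 3.62, Egr1 at 2.84, Atf3 at 2.78 and the phosphatase gene Dusp1 at 2.45 (camera adjusted p = 5.2e-21, and adjusted p = 0.0233 with an estimated correlation). Of 19 cAMP-CREB targets, 13 rose and 1 fell (15 and 1 adjusted over the list alone, camera adjusted p = 5.5e-17, and adjusted p = 2.5e-03 with an estimated correlation), and Sik1 rose by 1.36. YKL-05-099 replicate 1 stood apart as the lowest library of its group for Fos (0.54 FPKM, others 3.63 to 8.89), Egr1 (4.38, others 14.9 to 29.1), Dusp1, Nr4a1, Plk3 and Sik1. Sap25 was at 0 in all 8 vehicle libraries and averaged 3.13 FPKM here. Moap1 rose from 0.261 ± 0.539 to 2.29 ± 1.17 FPKM (adjusted p = 0.0139).

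Sterol synthesis was the other list that kept its call. Of its 14 genes, 8 rose and 0 fell (10 adjusted over the list alone), with Fdps at 0.56 and Srebf2 at 0.54 on the log2 scale (camera adjusted p = 3.4e-08, and adjusted p = 0.0108 with an estimated correlation). Of 14 glucocorticoid-responsive genes, 10 rose and 2 fell (10 and 3 adjusted over the list alone), including Ddit4 at 1.73, Per1 at 1.39 and Tsc22d3 at 1.05 (camera adjusted p = 9.1e-07, and adjusted p = 0.0751 with an estimated correlation). Of 14 p53 targets, 5 rose and 0 fell (7 adjusted over the list alone, camera adjusted p = 1.2e-04, and adjusted p = 0.0681 with an estimated correlation), led by Plk3 and Gadd45g at 1.96. Lists share members, so their calls are not separate results. Per1 and Dusp1 are on both the glucocorticoid and cAMP-CREB lists, Cebpd on the glucocorticoid and inflammatory lists, and Atf3 on the immediate early and stress response lists. Replicate 1 was again set apart as the lowest for Tsc22d3 (37.9 FPKM, others 52.4 to 66.9) and Gadd45g (63.9, others 169 to 262). Inflammatory genes (5 higher of 12), clock genes (5 higher and 1 lower of 20), SIK, CRTC and HDAC pathway genes (3 higher of 22) and sodium and water transport genes (4 higher of 15) had camera adjusted p = 1.5e-05, 0.0202, 0.0286 and 0.0200. These too were lost, at an adjusted p = 0.0751, 0.165, 0.390 and 0.184 with an estimated correlation. Hmox1 had a log2 fold change of -2.40 and the collagenase gene Mmp13 of -1.97.

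Interferon-stimulated genes went the other way. Of 16, 9 fell and 0 rose (13 adjusted over the list alone), with Irf1 at -0.97, Rsad2 and Ifit3 both at -0.93 and Psmb8 at -0.62 on the log2 scale (camera adjusted p = 7.8e-06, and adjusted p = 0.187 with an estimated correlation). Of 12 pan-leukocyte genes, which were not tested as a list, 6 were called lower and 0 higher in the same comparison, with a median log2 fold change of -0.64. Macrophage markers had 0 of 9 called (camera adjusted p = 0.457). Among transport genes, Slc34a1 rose from 1176 ± 105 to 1585 ± 257 FPKM (log2 fold change 0.42, adjusted p = 3.3e-03), Slc34a3 rose by 0.35 and Slc20a1 by 0.67, while the scaffold genes Slc9a3r2 and Pdzk1 fell, at -0.55 and -0.23, a total of 4 higher and 2 lower of 9 (5 and 2 adjusted over the list alone, camera adjusted p = 0.0643). Proximal tubule markers (segments S1 and S2), a list that holds Slc34a1, had 3 higher and 0 lower of 10 (4 adjusted over the list alone, camera adjusted p = 6.9e-04, and adjusted p = 0.165 with an estimated correlation), with Gatm, an enzyme of creatine synthesis, from 386 ± 64.4 to 533 ± 40.2 FPKM. The Pdzk1 call ended with median-ratio scaling (-0.18) and quantile normalization (-0.09). Of 15 calcium and magnesium genes, 3 fell (4 adjusted over the list alone, camera adjusted p = 0.799), namely Trpm6 at -0.45, S100g at -0.41 and Pvalb at -0.36. Trpm6 and Pvalb are also the 2 called lower of 7 distal convoluted tubule markers (4 adjusted over the list alone, camera adjusted p = 0.196). The S100g call was lost without any 1 of vehicle replicates 2 and 6 and YKL-05-099 replicates 1, 2 and 3 (-0.39 to -0.36, adjusted p up to 0.0600), and the Pvalb call without any 1 of vehicle replicates 2, 4 and 7 and YKL-05-099 replicates 1, 4 and 6 (-0.35 to -0.31, adjusted p up to 0.0672). Both calls were lost with median-ratio scaling (S100g at -0.37, adjusted p = 0.0559, and Pvalb at -0.32, adjusted p = 0.0595). They were lost as well without the 4 libraries with the highest urothelium score (S100g at -0.35, adjusted p = 0.0909, and Pvalb at -0.32, adjusted p = 0.0849). Of 7 intercalated cell markers, 3 fell, including Foxi1 at -0.67 and Atp6v1b1 at -0.24 (camera adjusted p = 0.0286, and adjusted p = 0.146 with an estimated correlation). Endothelial markers had 2 lower of 9 (4 adjusted over the list alone, camera adjusted p = 0.0286, and adjusted p = 0.53 with an estimated correlation). One of them, Flt1 at -0.53, lost its call without any 1 of vehicle replicates 7 and 8 and YKL-05-099 replicates 5 and 6 (-0.48 to -0.43, adjusted p up to 0.0604). The Flt1 call was also lost with urothelium and adipocyte scores as covariates (-0.46, adjusted p = 0.0595) and without the 4 libraries with the highest urothelium score (-0.44, adjusted p = 0.103). The intercalated cell and endothelial lists lost their calls without these 4 libraries (camera adjusted p = 0.1005 and 0.0797) and in a fit over the 2 groups compared (camera adjusted p = 0.0641 and 0.0751). Markers of urothelium and fat, tissues that adjoin the kidney, had no called member of 6 and 5 with either agent (camera adjusted p from 0.742 to 0.900). Within the PTH group, their scores (mean log2 value of the markers) ran from -1.90 to 3.17 for urothelium and from -1.98 to 2.87 for fat. With such a spread, the lack of calls does not show equal amounts of these tissues. The 4 libraries with the highest urothelium score were vehicle replicate 7, PTH replicates 1 and 5 and YKL-05-099 replicate 2.

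**Figure D2:**
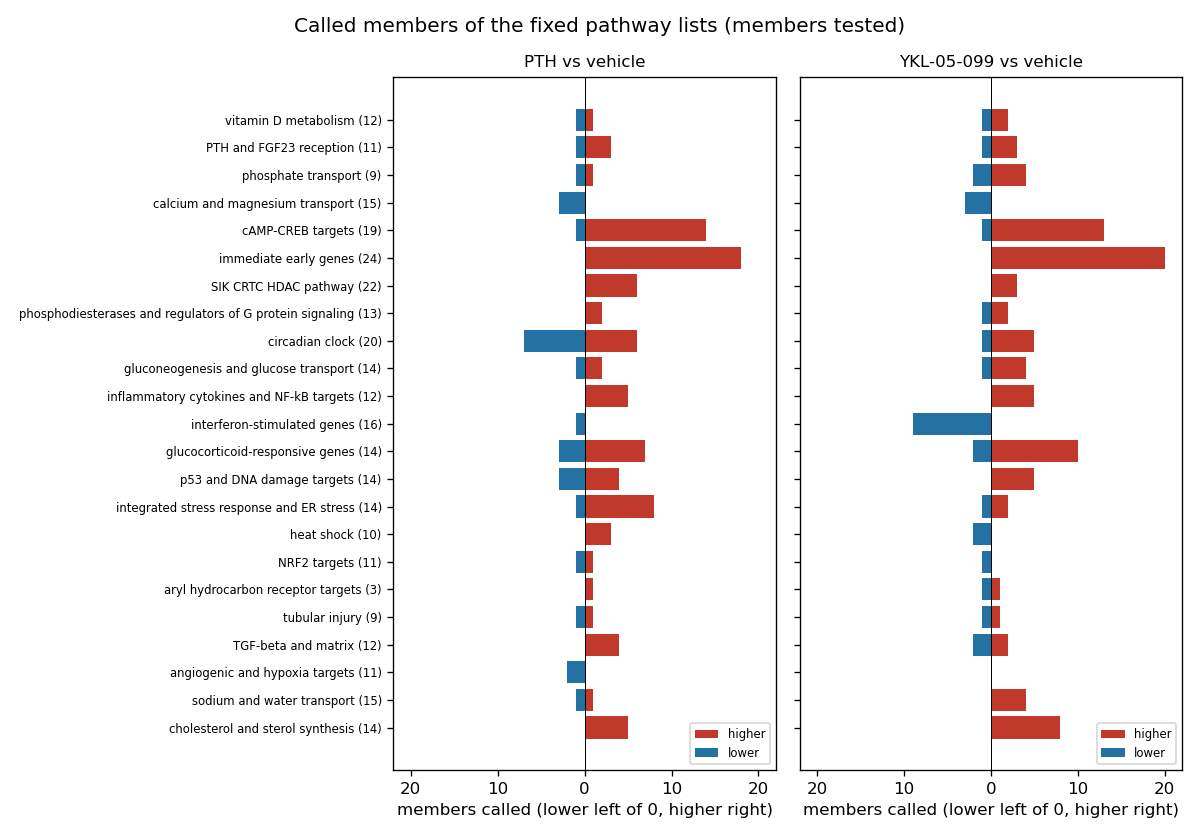
Members called higher (right of 0) and lower (left of 0) in each pathway list, for PTH and for YKL-05-099 against vehicle, with the number of members tested in brackets. Immediate early genes had 18 and 20 higher of 24, and interferon-stimulated genes 1 and 9 lower of 16.

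Between YKL-05-099 and vehicle, 2481 of 13991 genes were called, 876 higher and 1605 lower with YKL-05-099 (35.3% higher). Of these, 72 and 42 were past 1 on the log2 scale (52 and 9 with a pseudocount of 1 FPKM, and 85 and 66 with no filter on low genes). Median-ratio scaling gave 1151 and 1172 (49.5% higher), quantile normalization 1156 and 1394 (45.3%) and library weights 1347 and 2487.

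**Figure D3:**
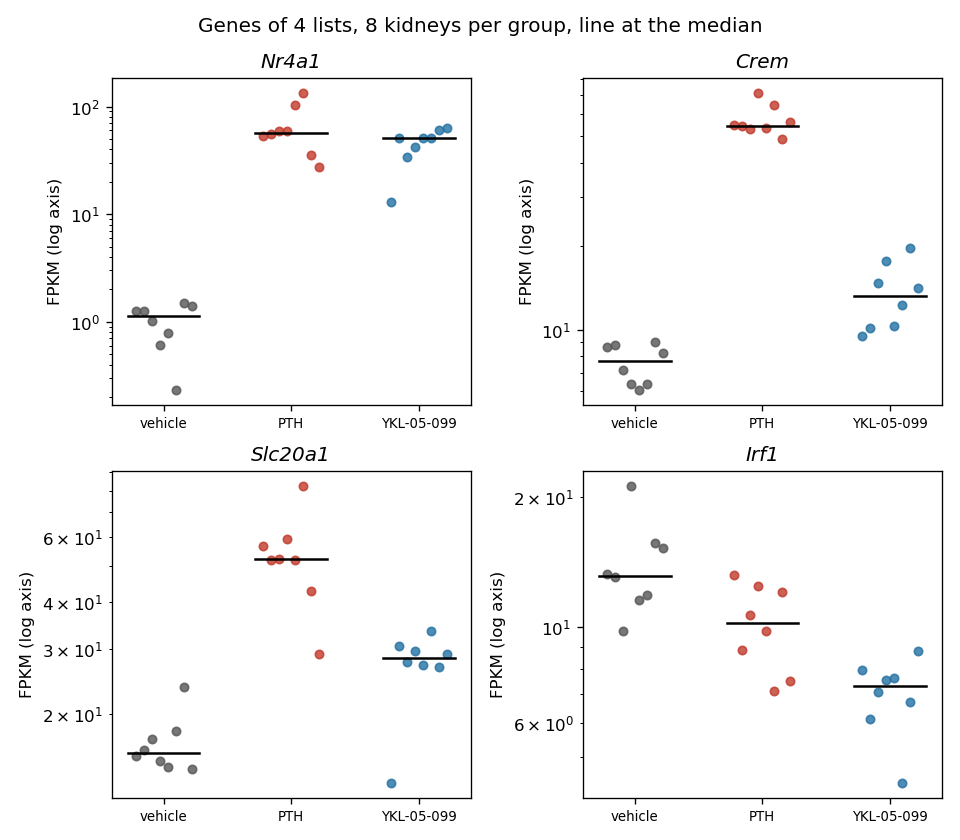
FPKM of Nr4a1, Crem, Slc20a1 and Irf1 on log axes, with 1 point per library and a line at the median of 8 libraries per group. Nr4a1 lay between 0.23 and 1.48 with vehicle, 27.2 and 133 with PTH and 12.9 and 63.0 with YKL-05-099, and the lowest YKL-05-099 value of Nr4a1 and Slc20a1 came from replicate 1.

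The agents were then set against each other directly. They differ in kind and, by the paper's account, in route and in time, 1 hour after PTH and 3 hours after YKL-05-099. This contrast therefore does not isolate the target. The series text instead gives an injection into the abdomen for all groups, so the route is not certain. Cyp24a1 was higher with YKL-05-099 than with PTH by 2.61 on the log2 scale (SE 0.40, adjusted p = 1.5e-04). For Cyp27b1 the difference was -0.91 (SE 0.30, adjusted p = 0.0677), and it was called without PTH replicate 1, PTH replicate 7 or YKL-05-099 replicate 7 (log2 difference -1.06 to -1.02, adjusted p up to 0.0429). Lower with YKL-05-099 than with PTH were Nr4a3 (-2.53), Fgf18 (-2.43), Crem (-2.10, adjusted p = 3.2e-11), Fgl2 (-1.97), Trmt61b (-1.95) and Tinf2 (-1.78), and also Slc20a1 (-0.97), G6pc (adjusted p = 1.3e-05) and the chaperone gene Dnajb1 (-0.69). Higher were Tsku (1.27, adjusted p = 2.2e-04), Ddit4 (0.83) and Hist1h1c (0.76). Against vehicle, Fgl2, Trmt61b and Tinf2 rose with PTH (1.73, 2.36 and 1.68) and were not called with YKL-05-099 (-0.25, 0.40 and -0.09). Likewise, Tsku fell with PTH (-1.28) and was not called with YKL-05-099 (-0.006). For Nr4a1 the difference was -0.48 (SE 0.34, adjusted p = 0.472) and for Sik1 0.11 (SE 0.20, adjusted p = 0.845), which does not show that the agents act alike on them.

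Between the agents, 17 lists were called with the preset correlation and 0 with an estimated one. Of 16 interferon-stimulated genes, 2 were lower with YKL-05-099 than with PTH (10 adjusted over the list alone, camera adjusted p = 6.6e-06), of 10 heat shock genes 3 (5 adjusted over the list alone, camera adjusted p = 1.2e-05), of 9 macrophage markers 2 (7 adjusted over the list alone, camera adjusted p = 6.0e-05) and of 14 integrated stress response genes 7 (7 adjusted over the list alone, camera adjusted p = 4.0e-04). For each of these 4 lists the adjusted p = 0.252 with an estimated correlation. Other lists called lower included endothelial (camera adjusted p = 9.9e-04) and stroma and smooth muscle markers (camera adjusted p = 6.7e-03). Lists called higher included proximal tubule markers of S1 and S2 (camera adjusted p = 6.6e-03), sodium and water transport genes (camera adjusted p = 0.0164), and clock and glucocorticoid-responsive genes (camera adjusted p = 0.0189 each). Of the 12 pan-leukocyte genes, 6 were called lower here too and 0 higher, with a median log2 difference of -0.68. With tissue scores as covariates, 4 were called lower. In all, 397 genes were higher and 501 lower with YKL-05-099 (44.2% higher), 18 and 42 by at least 1 on the log2 scale (2 and 19 with a pseudocount of 1 FPKM, and 11 and 32 with a filter at 1 FPKM). A fit over the 2 groups compared gave 231 higher and 288 lower. Without the 4 libraries with the highest urothelium score, a setting chosen after the data were seen, 286 were higher and 278 lower (50.7% higher), so the excess of lower calls was not kept.

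Calls shared by both agents were counted next. In the same direction, 390 genes were higher and 727 lower with both, and 4 were called in opposite directions. Median-ratio scaling gave 514 and 443, so the excess of lower shared calls depended on the scaling, and library weights gave 560 and 1224. Independent lists of these sizes would share 52.5 and 179 genes. In simulations that redrew all groups, vehicle included, unchanged groups set against a shared simulated vehicle group had 2.34 and 4.75 in common on average (at most 189 and 394 in 100 simulations). With the vehicle libraries split so that each agent had its own 4, the mean overlap over 70 splits was 167 higher (144 to 187) and 140 lower (108 to 170). The overlap of independent lists was not computed for the split fits, so 52.5 and 179 do not apply to them. Across genes, which are not independent replicates, the log2 fold changes had Pearson's r = 0.665 and Spearman's rho = 0.635, beside a simulated mean of 0.47 and 0.429. With split vehicle libraries, the mean r was 0.430 (0.297 to 0.494). Their covariance was 0.0756, the simulated one 0.0202 on average and the difference 0.0554, and split libraries gave 0.0568. The highest simulated values were 0.825, 0.838 and 0.0908, so r, rho and the covariance all lay within the simulated range. The overlaps of 390 and 727 lay above the simulated maxima of 189 and 394. In the split fits the agents shared no vehicle library, yet r was 0.297 or higher. This argues against shared libraries as the only source of the correlation. Unchanged groups were not simulated for the split fits, so chance differences between libraries are not excluded. The simulations drew libraries with replacement, so a library could repeat or enter several groups, unlike in the data. Their range may therefore differ from that of distinct libraries.

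**Figure D4:**
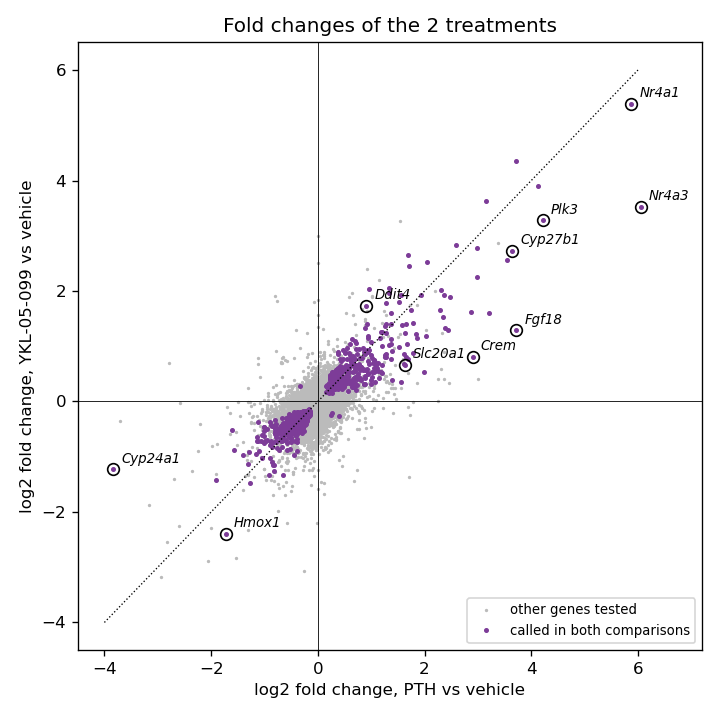
Log2 fold change with YKL-05-099 against that with PTH, 1 point per gene tested, with genes called in both comparisons in purple, a dotted line at equal change and 10 named genes circled. Nr4a1 (5.87 with PTH and 5.39 with YKL-05-099) lay near the dotted line, while Crem (2.90 and 0.80) and Fgf18 (3.72 and 1.29) lay below it.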

Values the study reported

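The study reported 34 genes that rose and 1 that fell under all 3 of its treatments, which were PTH, YKL-05-099 and a further SIK inhibitor, SK-124, that is not analysed here. Its mice were 13 weeks old, with PTH given at 300 μg/kg under the skin and YKL-05-099 at 45 mg/kg into the abdomen, and kidneys for RT-qPCR were taken 1 hour after PTH and 3 hours after YKL-05-099. The study describes its bulk RNA sequencing as run on these kidneys.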

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

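Tests of the weak response of YKL-05-099 replicate 1 as a wrong label were chosen after it was seen, and the criteria for a wrong label and for a mixture were changed after their values were known. In 240 groups of 8 libraries (81 genes), 27 had 1 library set apart from the other 7, where chance gives about 1 in 20, or 12. These genes were picked after their values were seen, so the count is no test.

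YKL-05-099 replicate 1 held 12 of the 27, and was the lowest of its group in each. It had 12.9 FPKM of Nr4a1 (others 34.1 to 63.0), 15.5 of Plk3 (43.1 to 99.0), 13.0 of Slc20a1 (26.7 to 33.4), 26.2 of Sik1 (57.2 to 77.7), 173 of G6pc (254 to 325), 8.2 of Cebpb (21.2 to 36.8), 14.4 of Cebpd (26.1 to 36.0), 0.54 of Fos (3.63 to 8.89), 4.38 of Egr1 (14.9 to 29.1), 37.9 of Tsc22d3 (52.4 to 66.9), 43.8 of Dusp1 (121.7 to 181) and 63.9 of Gadd45g (169 to 262). Placed between vehicle at 0 and the other YKL-05-099 libraries at 1, it lay at 0.381, against -0.049 to 0.211 for vehicle libraries (SD 0.095) and 0.854 to 1.12 for the other YKL-05-099 libraries. Of 137 genes changed by at least 1 on the log2 scale in the other libraries, it lay beyond all 8 vehicle libraries in the direction of the change, by more than their SD, for 33 (24.1%, against 1.80% to 12.1% for a vehicle library set against the rest, SD 3.48), and its Nr4a1 compares with 0.23 to 1.48 FPKM in vehicle libraries. On the FPKM scale, its median fraction of the change over rising genes was 0.170, above the highest vehicle library (0.119) by less than their SD (0.053). The first 2 measures argue against an untreated kidney like the vehicle ones, under a wrong label, as the whole cause. A mixture with RNA of an untreated kidney stays open: the fraction of the change reached had an interquartile range of 0.297, narrower than in the other YKL-05-099 libraries (0.416 to 0.680), but libraries with no response had ranges up to 0.345, so this width decides nothing. A low exposure to the compound is a possible explanation that was not tested.

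Other libraries set apart, with their FPKM, were YKL-05-099 replicate 7 for Nr4a3 (4.38), replicate 4 for Sap25 (0) and Mir3101 (0), replicate 6 for Moap1 (0), Ifit3 (6.98), Fgl2 (0.51) and Pth1r (170), and replicate 8 for Mnda (0). Among PTH libraries, replicate 4 stood apart for Trpm7 (24.4) and replicate 6 for Nfil3 (19.5) and Mnda (0.21). Among vehicle libraries, replicate 7 stood apart for Slc20a1 (23.7) and Nfil3 (1.18), replicate 4 for Mir3101 (0) and replicate 2 for Dhcr7 (2.81).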

How the results depend on the processing

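Fits without small RNA genes, with tissue scores as covariates and without the 4 libraries with the highest urothelium score were chosen after the data were seen. None of the 170 gene results and 41 list results that were followed turned its direction, and called genes beyond those checked in detail were not followed. The balance of higher and lower calls turned for PTH (1106 and 1103) and for shared calls (514 and 443) with median-ratio scaling, and between the agents without the 4 libraries (286 and 278). A planned voom fit was not run, since the table gives no lengths. The cause of the changes below was not tested, except where fewer genes or libraries entered. A pseudocount of 1 left 12 genes lower by at least 1 on the log2 scale with PTH and 9 with YKL-05-099, and 2 higher and 19 lower between the agents, since it shrinks changes of low genes. Library weights gave 1347 higher and 2487 lower with YKL-05-099 and 1224 lower with both. No filter gave 66 lower by at least 1 with YKL-05-099 and Cyp24a1 at -1.23 (adjusted p = 0.0502), and a filter at 1 FPKM left 11 higher by at least 1 between the agents. A fit over the 2 groups compared gave 231 higher and 288 lower between the agents, and median-ratio scaling 443 lower with both. Without the 4 libraries, Cyp24a1 was at -1.01 with YKL-05-099.

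With 1 library left out, Cyp24a1 with YKL-05-099 ran from -1.39 to -0.95 (adjusted p 0.0153 to 0.0739) and the Cyp27b1 difference between the agents from -1.06 to -0.72 (adjusted p 0.0326 to 0.132). Of 170 gene results, which leave out Cyp27b1 and Cyp24a1, 3879 refits kept direction and call, 199 lost the call and 2 gained it. Of 41 list results, 950 refits kept the call and 34 lost it. Losses gathered in weak calls: Kdr with YKL-05-099 was lost without any 1 of 19 libraries, Irf1 with PTH without any of 13 and G6pc with YKL-05-099 without any of 8. Between the agents, Atf4, Gatm and Mir3101 were each lost without any of 18, Snord72 without any of 12, Sik2 without any of 10, Srf without any of 9, Flt1 without any of 8, Irf1 and Csf1r without any of 7, Ces2d-ps without any of 5 and Slc34a1 without any of 4. With YKL-05-099, Mnda and Hist1h1d were each lost without any of 9.

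Replicate numbers did not pair the libraries. Deviations of libraries with the same number had a mean correlation of -0.011 (1 of 24 above 0.1) and 1 of 24 libraries correlated best with its own number. With the number as a block, calls were 776 higher and 1427 lower with PTH, 791 and 1474 with YKL-05-099 and 331 and 429 between the agents, 347 and 639 shared, and 10 of 170 gene results and 1 of 41 list results lost their call, among them Calb1 with PTH (adjusted p = 0.0633) and S100g with YKL-05-099 (adjusted p = 0.0625). A median depth of about 6970000 fragments limits genes below about 1 FPKM, where a few fragments set the value.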

Other observations

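Tests of the sex of the animals and of a loss of all leukocytes were chosen after the values were seen, and the leukocyte genes were picked because they were low, while the other tests of their causes were written first.

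Among replication-dependent histones, a list fixed as a sign of RNA quality because most such transcripts lack a poly(A) tail, 2 of 6 rose with YKL-05-099 against vehicle (camera adjusted p = 0.0178, and adjusted p = 0.165 with an estimated correlation), with Hist1h1c from 64.0 ± 14.2 to 116 ± 25.5 FPKM (SD, n = 8).

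Other splits of the 16 libraries of a comparison were tried, 100 of 6435 each. The real PTH split gave 2397 genes and the highest other split 1635, the YKL-05-099 split 2481 and 1, and the split between the agents 898 and 597. Only the real split of the 100 was as large in each comparison. Most of the 6435 possible splits were not tried, and whether each library is a separate animal is not known. Chance differences between animals are therefore not excluded. Fitted over the 2 groups alone, the real splits gave 1949, 3421 and 519 genes and the highest other 938, 3 and 92.

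A set of 9 leukocyte genes were lower with YKL-05-099, with a median log2 fold change of -1.46 (median absolute deviation 0.155), among them Ccr2, a monocyte chemokine receptor. The 9 genes were picked as low, so their size says nothing against a loss of all leukocytes. Such a loss would lower pan-leukocyte genes and macrophage markers alike. Their medians were -0.64 (deviation 0.234, 6 of 12 called) and -0.27 (deviation 0.193, 0 of 9 called). The ranges of the lists overlapped, at -0.87 to 0.03 and -0.42 to 0.14, and this contrast was chosen after the values were seen. It therefore does not decide whether all leukocytes were lost equally. Scaling left the median at -1.40 or lower and tissue scores as covariates left it at -1.37, so neither setting removed the fall. Because the 9 genes were picked as low in this same comparison, these medians do not decide whether either took part. A loss of all leukocytes stays open. A loss of a subset of leukocytes or a lower level per cell also stays open and was not tested.

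In libraries labelled male, Xist was above 10 FPKM and Ddx3y and Uty were below 1 FPKM in 24 of 24 libraries, which is consistent with kidneys of female animals, although no library of known sex was at hand for comparison. Reads of the antisense gene Tsix cannot be told from those of Xist without strand, but antisense reads in male animals would leave Ddx3y and Uty, which male tissues broadly express, above 1 FPKM. Both were below it in 24 of 24 libraries, which argues against antisense reads in male animals as the whole cause. All 3 groups are alike in this, so it does not separate the comparisons.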
